# Sequential Binding of MEIS1 and NKX2-5 on the Popdc2 Gene: A Mechanism for Spatiotemporal Regulation of Enhancers during Cardiogenesis

**DOI:** 10.1016/j.celrep.2015.08.065

**Published:** 2015-09-24

**Authors:** Laurent Dupays, Catherine Shang, Robert Wilson, Surendra Kotecha, Sophie Wood, Norma Towers, Timothy Mohun

## Abstract

The homeobox transcription factors NKX2-5 and MEIS1 are essential for vertebrate heart development and normal physiology of the adult heart. We show that, during cardiac differentiation, the two transcription factors have partially overlapping expression patterns, with the result that as cardiac progenitors from the anterior heart field differentiate and migrate into the cardiac outflow tract, they sequentially experience high levels of MEIS1 and then increasing levels of NKX2-5. Using the *Popdc2* gene as an example, we also show that a significant proportion of target genes for NKX2-5 contain a binding motif recognized by NKX2-5, which overlaps with a binding site for MEIS1. Binding of the two factors to such overlapping sites is mutually exclusive, and this provides a simple regulatory mechanism for spatial and temporal synchronization of a common pool of targets between NKX2-5 and MEIS1.

## Highlights

• NKX2-5 shares a DNA-binding site with MEIS1
• MEIS1 and NKX2-5 successively bind a *Popdc2* enhancer
• Successive binding by MEIS1 and NKX2-5 is a general mechanism of regulation
• NKX2-5 represses fast troponin isoforms in the atria

## Introduction

Congenital heart disease affects up to 1% of all live births in the west and constitutes a major public health burden (Hoffman and Kaplan, 2002). Numerous transcription factors have been shown to play a decisive role in vertebrate heart formation (reviewed in Bruneau, 2008). Identifying the targets of these factors and their regulatory interactions will be a major step toward understanding the broader cardiac developmental program. NKX2-5 is one of the earliest transcription factors expressed in the cardiac lineage, and genetic studies have demonstrated that, from flies to man, the protein has an essential function in heart development (Biben et al., 2000; Tanaka et al., 1999). For example, NKX2-5 has been shown to regulate the size and proliferation of cardiac precursor populations, terminal differentiation of the myocardium, establishment of the ventricular conduction system, and postnatal conduction function (Briggs et al., 2008; Jay et al., 2004; Prall et al., 2007). In humans, mutations in the *NKX2-5* gene cause congenital heart disease; haploinsufficiency results in a spectrum of congenital heart disease of varying phenotypic penetrance, which is mirrored in mouse models (reviewed in Akazawa and Komuro, 2005).

Genome-wide occupancy profiling using chromatin immunoprecipitation (ChIP) recently has been used to identify NKX2-5-binding sites in both cultured cell lines and adult heart (He et al., 2011; van den Boogaard et al., 2012); but, despite the evident importance of NKX2-5 in heart development, no comparable studies have addressed its place within the gene regulatory network that drives cardiogenesis.

Here, we have combined genome-wide ChIP followed by massively parallel DNA sequencing (ChIP-seq) and whole-transcriptome RNA sequencing (RNA-seq) using embryonic hearts from a mouse line that shows hypomorphic expression of NKX2-5 and models human cardiomyopathy. This has enabled us to identify direct targets of the NKX2-5 transcription factor during heart development in vivo. We have found that a large proportion of cardiac enhancers binding NKX2-5 have an overlapping binding site for the homeobox transcription factor, MEIS1, indicating a regulatory interaction between these two proteins. Our data suggest that the combination of shared transcriptional targets, differential DNA-binding affinities, and overlapping expression domains provides a mechanism for spatial and temporal synchronization of a common pool of targets between NKX2-5 and MEIS1.

## Results

### ChIP-Seq Analysis in the Embryonic Heart Identifies Putative Direct Targets of NKX2-5 with a Critical Role in Heart Structure and Function

We performed ChIP with embryonic day (E)11.5 mouse embryo hearts using an NKX2-5 antibody followed by massive, parallel sequencing (ChIP-seq) to identify 2,610 regions enriched for that factor (Data S1). Of these, 28 were randomly selected for individual validation by ChIP-qPCR, all showing consistent enrichment for NKX2-5 binding in vivo (Figure S1).

Bioinformatic analysis identified 3,313 genes flanking the NKX2-5-binding loci (the two nearest genes for each region enriched in a maximum distance of 1 Mb were considered), and we performed a computational analysis for enrichment of gene ontology (GO) terms associated with those genes. This identified significant enrichment of biological process related to muscle structure development and cardiac chamber development (Figure 1A), in agreement with the known role of NKX2-5 as a cardiac transcription factor.

To assess whether the NKX2-5-binding loci are likely to identify transcriptional enhancer regions, we compared them with those enriched for binding of P300 in the heart at the same stage (Blow et al., 2010). P300 is a known marker of enhancer regions and its binding shows a significant overlap with the NKX2-5 ChIP-seq loci (78.4-fold enrichment compared to random regions; see Table S1). Furthermore, by comparing both NKX2-5 and P300 datasets with regions tested for enhancer activity in transgenic mice (as compiled in the Vista enhancer database [Visel et al., 2007]), we found that binding of NKX2-5 was even more reliable for predicting cardiac enhancer activity in the E11.5 mouse heart than binding of P300 (83% versus 58%, respectively; Figure 1B). Our data also show significant overlap with recent studies of cardiac transcription factor binding that have used adult heart or cardiac HL-1 cells (Blow et al., 2010; He et al., 2011; Shen et al., 2011; van den Boogaard et al., 2012; Table S1).

Only a small proportion of putative targets have been the subject of published studies using gene ablation that could reveal cardiac defects. However, several already have been constitutively targeted as part of the EUCOMM/KOMP initiative (Bradley et al., 2012) and subject to comprehensive imaging at E14.5 (http://dmdd.org.uk; Mohun and Weninger, 2011). Six of the eight genes studied in this way and present in our list of targets show clear cardiac developmental defects, consistent with a role in cardiogenesis. All show large ventricular septal defects associated with aberrant connection of the great vessels to the heart chambers (either overriding aorta [OA] or double outlet right ventricle [DORV]). Several show abnormally thin ventricular walls coupled with an increase in the ventricular trabecular network (Data S2). Furthermore, selected NKX2-5-binding sites conferred cardiac expression in a transgenic reporter assay with zebrafish embryos (Figure S2), confirming their ability to act as cardiac enhancers. Taken together with the bioinformatics data, these results indicate that a large proportion of the NKX2-5-binding regions in the embryonic heart that we have identified are likely to be functionally relevant and associated with cardiac development or function in vivo.

### Identification of an Overlapping Binding Site Shared by NKX2-5 and MEIS1

Sequence analysis of the 25 bp flanking the summit of each NKX2-5-binding region was undertaken, using a de novo motif-binding program to identify conserved DNA motifs. As expected, the most common of these was a consensus NKX2-5-binding site (hereafter termed “selex”; Figure 1C, e value = 1.6e−24), which matched that previously established for the protein (NKX2-5_3436.1, uniprobe, UP00249, p = 4.71375e−6) as well as the NKX2-5-binding motifs identified in recent ChIP-seq studies with adult heart and HL-1 cells (He et al., 2011; van den Boogaard et al., 2012; Figure S3).

Surprisingly, the de novo motif-binding program also identified a second common consensus (hereafter termed “de novo”; Figure 1C, e value = 6.5e−95) that appears to be a hybrid site: its 3′ portion matches a binding motif previously identified for the homeodomain protein MEIS1 (MEIS1_2335.1, uniprobe, UP00186, p = 0.000185), while the 5′ is similar to the selex (NKX2-5)-binding motif. The hybrid, de novo motif, therefore, appears to comprise an overlapping binding site for the two transcription factors. Using the Find Individual Motif Occurrences (FIMO) software package to analyze regions immediately encompassing the summit of NKX2-5 binding (±25 bp), we found that the de novo motif is present in 53.4% of binding regions, compared with 42% for the selex motif. Only 4.6% of the regions analyzed contained both the de novo and selex consensus sequences. These data suggest that, in vivo, a significant proportion of NKX2-5 binding on cardiac enhancers occurs via an overlapping site shared with MEIS1.

To test the possible biological relevance of a binding site shared by NKX2-5 and MEIS1, we first re-assessed the relative expression patterns of the two transcription factors in the early embryo. At E8.5 *Nkx2*-*5* is strongly expressed in the cardiac tube, with weaker expression in the adjacent anterior heart field (AHF) (Figure 2A, black arrowhead and white arrow, respectively). At the same stage, although *Meis1* expression is undetectable in much of the heart tube, it is strongly expressed in both the AHF and in the distal part of the outflow tract (OFT), overlapping at this stage with the expression domain of *Nkx2*-*5*. At E9.5, expression of both *Nkx2*-*5* and *Meis1* persists strongly in the AHF while levels of *Meis1* in the distal OFT are reduced (Figure 2A). Coexpression of MEIS1 and NKX2-5 within the distal OFT of the heart tube at E8.5 was confirmed by immunohistochemistry (Figure 2B).

Using electrophoretic mobility shift assays (EMSAs), we confirmed that both proteins can indeed bind in vitro to the de novo motif identified from ChIP-seq (Figure 3A; Figure S3B). By comparing the effectiveness of the de novo and selex sequences to compete for binding, we established that NKX2-5 has a much higher affinity for the selex sequence compared with the de novo motif (Figure 3B). Moreover, when tested together, we could find no evidence for simultaneous binding of both proteins to the de novo sequence, rather each apparently bound independently (Figure 3C, arrow and arrowhead). Titration experiments demonstrated that even increasing the amount of either protein failed to produce an additional larger-sized complex (Figure 3C). Indeed, at higher concentrations of MEIS1 protein, NKX2-5 binding disappeared, (Figure 3C, compare lane 3 to lanes 10 and 11, red arrows). Interestingly, at higher NKX2-5 doses, although MEIS1 binding was inhibited, there was not the expected further increase in NKX2-5 binding. One possible explanation for this behavior is that, at higher concentrations, NKX2-5 may sequester MEIS1 in a direct complex that can bind neither site.

Our EMSA results indicate that binding of NKX2-5 and MEIS1 on the de novo motif is mutually exclusive. Consistent with this, in a luciferase assay, individually both NKX2-5 and MEIS1 were able to transactivate reporter expression via the de novo sequence, but we found no evidence of synergistic activation by the two factors (Figure 3D).

### MEIS1 and NKX2-5 Successively Bind to a Popdc2 Enhancer

The Popdc2 gene (1 kb; Figure 4A, black bar) acts as an enhancer, driving cardiac expression of a fluorescent reporter in transgenic fish (Figure S2). A de novo DNA-binding site was found in the region enriched for NKX2-5 binding, 110 bp upstream of the Popdc2 transcription start site (Figure 4A). The same region also was found to be enriched for MEIS binding within the first branchial arch of the early embryo (Amin et al., 2015 and see below). This sequence also drives cardiac expression in the developing mouse heart (Figure 4B). Analysis of representative transient transgenic embryos at E9.5 showed that the enhancer-driven transgene recapitulated normal expression in differentiated cardiomyocytes of the cardiac tube and cardiac precursors lying in the AHF (Froese and Brand, 2008). Expression of the transgene also was observed in the pharyngeal arch and the proepicardium (Figure 4B, asterisk and white arrow), as observed for the *Popdc2* gene itself (Froese and Brand, 2008). *Meis1* expression also was observed in these tissues, but no expression of *Nkx2*-*5* could be detected (data not shown). Moreover, *Popdc2* RNA expression was downregulated in Nkx2-5-null hearts at E9.0 compared with controls (Figure S4A). A similar, though less profound effect was observed at E11.5 in hearts that are hypomorphic for NKX2-5 expression (Figure S4B). These data indicate that NKX2-5 plays a major role in regulating the expression of *Popdc2*.

To examine directly the relative binding of MEIS1 and NKX2-5 in vivo, we performed ChIP experiments on the Popdc2 enhancer using chromatin from samples prepared from the AHF and heart of E9.5 embryos. NKX2-5 binding on the Popdc2 enhancer was found to be much stronger in chromatin extracted from the embryonic heart compared to the adjacent AHF (Figure 4C). Conversely, MEIS1 bound more strongly in chromatin extracted from the AHF rather than the heart. The relatively low level of enrichment found for MEIS1 in the heart and NKX2-5 in the AHF parallels the low level of expression of these factors within the respective tissues (Figure 2). These results indicate that MEIS1 binding on the *Popdc2* enhancer predominates in the AHF, while NKX2-5 binding predominates in the heart.

To assess whether other gene enhancers containing the de novo DNA-binding motif showed similar tissue-specific differential binding, we tested four such genomic enhancer regions identified by ChIP-seq for Nkx2-5 in the embryonic heart (Myocardin, Lpar3, Cadm1, and Gja1/Hsf2 loci; Data S3). All showed a pattern of enrichment for MEIS binding in the AHF and NKX2-5 binding in the heart, suggesting that this behavior is likely to be shared by many of the genomic regions harboring the de novo site identified by our ChIP-seq study.

### MEIS1 and NKX2-5 Bind to the Same Regions In Vivo

It is well established that the mesodermal core of the first and second branchial arches contains cardiac progenitor cells, which migrate from this region to populate the OFT and chambers of the developing heart (Lescroart et al., 2010). A recent study has documented MEIS genomic occupancy in the branchial arches (Amin et al., 2015), enabling us to compare on a genome-wide basis the loci binding MEIS in the AHF with those binding Nkx2-5 in the heart.

Strikingly, 765 of the 2,610 regions enriched for NKX2-5 binding (29.31%) also were identified by MEIS binding in the first branchial arches. A similar overlap was evident with the second branchial arches (787 regions or 30.15%; Table S1; Figure 4D). This represents a 50-fold enrichment compared to random (Table S1), lending further support to the suggestion that the successive binding of MEIS and NKX2-5 that we initially observed for *Popdc2* is shared by an entire subset of cardiac enhancers.

In an attempt to discriminate between the occurrence of closely associated and directly overlapping binding sites for MEIS1 and NKX2-5, we repeated this analysis but restricted the comparison to a region of ±6 bp around the summit of the binding peaks identified in the different datasets. Under these conditions, 105 binding sites overlapped between NKX2-5 and MEIS in the first branchial arch and, therefore, most likely represent direct overlap of the two binding sites. Comparable analysis yielded 79 common, overlapping sites in the second branchial arch. These results suggest that a significant fraction of MEIS and NKX2-5 interaction in vivo is mediated by a direct site overlap.

Interestingly, GO analysis suggests that the subset of genes regulated by both MEIS1 and NKX2-5 may have a distinct function. The 1,845 regions that bound NKX2-5 alone are associated with genes involved with cardiac muscle structure and development; in contrast, the 765 regions that bound both MEIS1 and NKX2-5 are primarily associated with genes involved with DNA metabolic processes, signaling, and cell-cycle regulation (Figure 4E). No significant difference was evident in GO terms when we divided the 765 between those showing the closest association of MEIS and NKX2-5 binding (105) and the rest (660).

### Identification of Putative Direct Targets for NKX2-5 Reveals a Dual Role as Both Activator and Repressor

Comparison of ChIP-seq and transcriptomic data provides a powerful way to identify likely transcriptional targets by identifying those that both bind the transcription factor and are dysregulated in its absence (Sakabe et al., 2012). For NKX2-5, this strategy is precluded since *Nkx2*-*5* knockout embryos die early (E9.5) due to failure of heart development (Biben et al., 2000; Tanaka et al., 1999). As an alternative, we took advantage of a previously generated mouse model showing hypomorphic expression of NKX2-5 (Prall et al., 2007; Stanley et al., 2002), enabling us to test the effect of reduction, rather than absence, of NKX2-5 expression. Mendelian analysis showed no change in mortality of this hypomorphic line at E11.5, E12.5, and E13.5. However, by E14.5, only 60% of the expected number of hypomorphic embryos were recovered (Table S2) and only a few hypomorphic embryos were obtained at birth (none surviving past weaning). Consistent with these observations, the structure of the hypomorph heart showed profound abnormalities by E14.5, including thinning of ventricular walls, the presence of large ventricular septal defects, and signs of hypertrabeculation (Figure 5A).

In contrast, at E11.5, the hearts of hypomorphic embryos were morphologically indistinguishable from those of sibling controls, and we therefore used this stage for transcriptome analysis. 

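Whole-heart RNA from 3 control and 3 hypomorphic embryos at E11.5 was sequenced, and the reads were aligned by the authors to the mm9 mouse genome with TopHat and counted on RefSeq genes in Avadis NGS. The authors' deposited table lists only the genes that passed their AC test, a test of read counts between libraries, with a fold change of at least 1.5. For each gene it gives the authors' mean raw reads in control and in hypomorphic hearts, the authors' mean normalized log2 values and the fold change, with no value for a single heart. The spread between hearts, the total reads per heart and the p-value of each gene are therefore unknown here, and no test between the groups was run. The listed genes run from an authors' mean of 0.667 raw reads in the group with fewer reads to 3213609 raw reads for the most abundant globin transcript. The log2 fold change equals the difference between the normalized group values. Set against the ratio of raw means, it was larger by a median of 0.47 on the log2 scale (quartiles 0.44 and 0.50), a factor of 1.38 in favour of the hypomorphic hearts, and this factor decides which genes with small changes reach the threshold. Gene positions were taken from the GENCODE annotation of the same genome build, in which 1486 of the 1492 protein-coding genes were placed. Nkx2-5 itself was not among the genes read here as listed, so its level was not analysed here and the reduced gene could not be used to check the labels.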

RNA-seq comparing E11.5 hypomorphic mutant and control hearts identified statistically significant alterations in the expression of 1,492 genes (Data S4). 

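The authors' deposited table holds 1577 genes, of which 1492 are protein-coding. Of the protein-coding genes, 865 were lower and 627 higher in hypomorphic hearts, so that 58.0% were lower (95% Wilson interval 55.5% to 60.5%, which covers counting error over genes only, and genes are not independent replicates). Most changes were small. The median fold was 1.76 among the lower genes and 1.79 among the higher genes, and 267 lower and 218 higher genes changed by at least 2-fold. The genes listed as lower had fewer reads, with a median of 142 raw reads in the group where they were higher, against 513 for the genes listed as higher. The direction depended on the scaling between groups more than on any other choice. Without scaling, the ratio of raw means passed 1.5-fold for 1033 genes, of which 867 were lower and 166 higher. Since genes were listed with the factor of 1.38, its removal kept all 865 lower genes and took higher genes under the threshold. This split therefore does not bear on which direction prevails. Among protein-coding genes with at least 50 raw reads, the largest rise in the authors' deposited table was that of Glp1r, from 2.33 to 409 raw reads (log2 fold change 7.93), followed by Ubash3a (3.89), Pax6 (3.87), Fgf8 (3.23) and Cck (3.08). Glp1r (31038785 to 31073455) and Ubash3a (31344818 to 31379147) lie on chromosome 17, as does the altered gene Nkx2-5 (26975609 to 26978510). Whether their rises come from this linkage or from reduced NKX2-5 was not tested. Among the largest falls in the authors' deposited table were those of Gm1337, from 344 to 16.0 raw reads (log2 fold change -3.97), Lyz1 (-3.59), Igfbpl1 (-3.24) and Pcsk6 (-3.14). Lyz1 has a close paralog, Lyz2, with which it can share reads. Of 17 genes the paper names, 7 were found among the listed genes and the other 10, Nkx2-5, Popdc2, Meis1 and Lsp1 among them, were not among the genes read here as listed, so that their levels were not analysed here. The authors' deposited table gives log2 fold changes of -0.70 for Lpar3, 0.99 for Cadm1, 1.26 for Fgf10, 1.14 for Isl1 and 0.90 for Wnt2. From raw means without scaling, Cadm1, Isl1 and Wnt2 stayed under the 1.5-fold threshold.

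**Figure D1:**
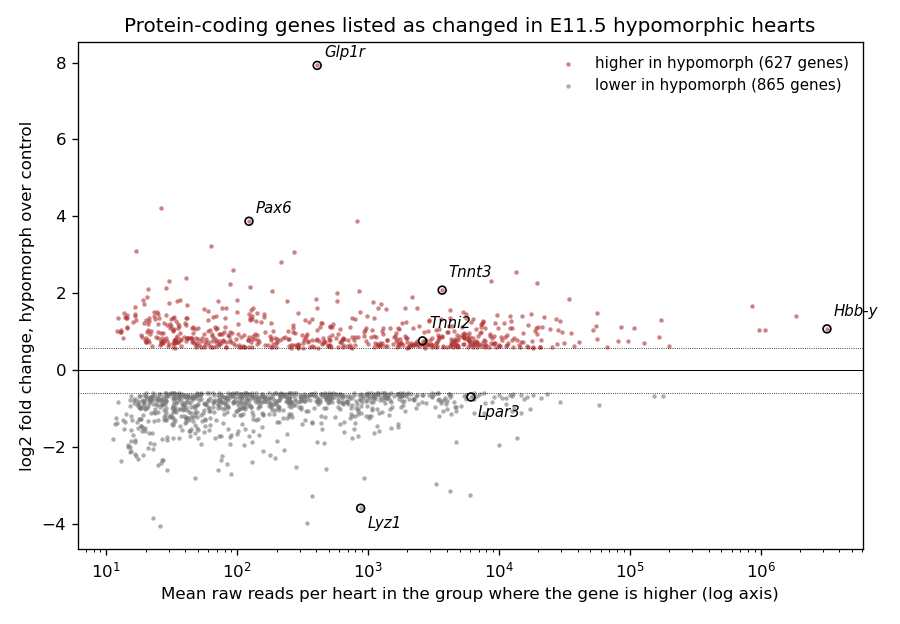
Log2 fold change of hypomorphic over control hearts in the authors' deposited table (vertical axis) against the authors' mean raw reads in the group where the gene is higher (horizontal log axis). Each point is a protein-coding gene, red for the 627 higher and grey for the 865 lower genes, and dotted lines mark a fold change of 1.5, inside which no gene is listed.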

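The genes listed as changed were set beside the paper's list of NKX2-5-bound regions, a ChIP-seq peak list from hearts with the authors' score for each region. The paper's text cites Data S1 for these regions, and the list used here is the sheet of NKX2-5 peaks in the spreadsheet headed Data S3. Of the 2610 regions, the 1895 on 13 chromosomes (1 to 12 and X) were used, with a median length of 621 bp. For each region, the 2 protein-coding genes with the nearest transcription start within 1 Mb were taken, as in the paper's assignment of flanking genes. This gave 2623 of the 16728 protein-coding genes annotated on these chromosomes. On these chromosomes 1093 protein-coding genes were listed as changed in hypomorphic hearts, and 210 of them (19.2%) flanked a bound region. A fold change of at least 2 moved this number most, to 73, but it left only 352 changed genes, so the share was 20.7%. Taking only the nearest gene of each region moved the number to 130 and moved the share most, to 11.9%. That rule also gave fewer flanking genes in all, 1450 in place of 2623, which lowers the share by itself. Whether changed genes flanked a region more often than the other annotated genes was not tested. Lpar3, on chromosome 3 from 145883925 to 145949178, flanked a region from 145941108 to 145942161 that lies within the gene's span and has a score of 1423. Cadm1, on chromosome 9 from 47338256 to 47665720, flanked a region from 47222324 to 47223040, 116 kb from its transcription start, with a score of 1595. Wnt2 did not flank a region by this rule, the nearest being 224 kb away, whereas the paper's Discussion names it among genes associated with NKX2-5/MEIS-bound regions.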

By using this to filter the ChIP-seq data, we were able to identify 309 genes as high-probability, direct targets of NKX2-5 (Figure 5B). GO term analysis of these indicated that the categories of biological process most enriched are related to cell signaling and differentiation (Figure 5C, p < 0.002 for all categories). Furthermore, the most enriched biological pathways are related to signaling (Figure S4D). 

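Among the 1074 changed genes on chromosomes 1 to 12 and X that carry GO accessions in the authors' deposited table, 5 terms on signaling, adhesion and differentiation were counted in the genes that flank a bound region and in the other changed genes. Signal transduction was attached to 32 of 208 flanking genes (15.4%) and to 132 of 866 other changed genes (15.2%). Cell adhesion was attached to 10 flanking genes (4.81%) and to 27 other changed genes (3.12%), and cell differentiation to 8 (3.85%) and 24 (2.77%). Extracellular matrix organization was attached to 4 flanking genes, all 4 lower in hypomorphic hearts, and to 7 other changed genes, and cell-cell signaling to 0 and 5. None of the 5 differences passed a two-sided Fisher's exact test with Benjamini-Hochberg adjustment, the smallest adjusted p being 0.621 (unadjusted p = 0.239, for extracellular matrix organization). This comparison is within the changed genes and counts only a term attached directly to a gene, whereas Figure 5C tests the flanking changed genes as a list.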

Interestingly, of the 309 identified genes, 172 (55.6%) were downregulated and 137 (44.4%) were upregulated, suggesting that NKX2-5 functions both as a transcriptional activator and as a repressor (Figure 5B).

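Of the 210 changed genes that flanked a bound region on chromosomes 1 to 12 and X, 120 were lower (57.1%, 95% Wilson interval 50.4% to 63.6%) and 90 higher (42.9%) in hypomorphic hearts. The paper's shares over all chromosomes are 55.6% and 44.4%. Of the 883 other changed genes, 516 were lower (58.4%, interval 55.2% to 61.6%) and 367 higher. The 2 sets could not be told apart by direction (odds ratio 1.05 for being higher when flanking, two-sided Fisher's exact test, p = 0.756). From raw means without scaling, in place of the authors' normalized values and added after the data were seen, 121 of 143 flanking genes were lower (84.6%) and 83.9% of the other changed genes. From the presence of both directions among the genes that are bound and changed, the paper proposes that NKX2-5 acts both as an activator and as a repressor of transcription. For repression, the paper also has reporter experiments in HL-1 cells (Figure 6C and 6D), which were not analysed here.

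**Figure D2:**
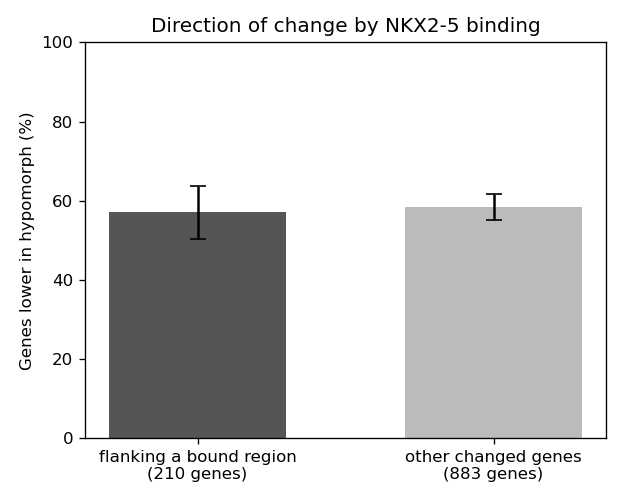
Share of changed genes that were lower in hypomorphic hearts (vertical axis, percent), for the 210 genes flanking an NKX2-5-bound region and the 883 other changed genes. Bars are shares and error bars are 95% Wilson intervals, which overlap.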

One role of NKX2-5 suggested by studies of the null mutant is in the regulation of cardiac chamber development (Dupays et al., 2005; Tanaka et al., 1999). We tested this hypothesis by classifying the direct NKX2-5 targets identified in our studies according to their expression pattern in the hypomorphic heart, taking advantage of previous studies that examined genes differentially expressed between chamber and non-chamber myocardium at E10.5 (Horsthuis et al., 2009). This enabled us to distinguish between genes restricted to the atrioventricular canal (AVC) or working myocardium, compared with those more broadly expressed (and classified as “pan-myocardial”). Those expressed in the AVC or throughout the myocardium were upregulated or downregulated in the hypomorph in approximately equal proportions (Figure 5D). In contrast, those NKX2-5 targets whose expression was restricted to the chamber myocardium were predominantly downregulated in the mutant (Figure 5D), consistent with an essential role for NKX2-5 in promoting cardiac chamber formation.

### NKX2-5 Directly Represses the Expression of Tnnt3 and Tnni2 in the Atria

Our finding that almost half of the putative direct targets of NKX2-5 identified by intersection of ChIP-seq and transcriptomic data are upregulated in the hypomorph is striking, since most previous studies have focused on the role of NKX2-5 as a transcriptional activator (Tanaka et al., 1999). One noteworthy example of negative regulation revealed by our study is associated with binding of NKX2-5 to a region 1 kb upstream of the Lsp1 gene transcription start site (Figure 6A) harboring a selex DNA-binding site (referred as Tnni2-Tnnt3-enh). 

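On chromosome 7 of mm9, the paper's peak list holds 3 NKX2-5-bound regions between Tnni2 and Lsp1. The strongest, from 149644935 to 149645864 with a score of 751, has its midpoint 1314 bp upstream of the transcription start of Lsp1 (149646714 to 149680772, plus strand). The others, from 149634551 to 149634994 and from 149642558 to 149643062, have scores of 199 and 264. Tnni2 lies from 149627713 to 149630315 and Tnnt3 from 149684741 to 149701914, both on the plus strand. Gm14492, a protein-coding gene on the minus strand from 149676979 to 149692676, overlaps Lsp1 and Tnnt3, and since the authors' counting is not stated to use strand, the reads of Tnnt3 can include some of Gm14492. From the midpoint of the strongest region, the transcription start of Tnni2 is 17.7 kb upstream and that of Tnnt3 is 39.3 kb downstream. The region is intergenic and holds 1 match to TNAAGTG, the core read from the selex logo of Figure 1C, at 149645106 to 149645112 on the minus strand. The match lies 290 bp from the region's midpoint. Whether it is the selex site of the paper, or a match by chance to a short core, was not tested. The minus-strand sequence from 149645091 to 149645127 is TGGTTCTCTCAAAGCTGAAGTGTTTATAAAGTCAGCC. By the rule of the 2 nearest genes within 1 Mb, Tnni2 flanked a bound region and Tnnt3 did not, as Lsp1 and Tnni2 start nearer. In E11.5 whole hearts, the authors' deposited table gives Tnnt3 an authors' mean of 1198 raw reads in control and 3684 in hypomorphic hearts, a log2 fold change of 2.08. For Tnni2 the authors' deposited table gives 2135 and 2608 raw reads and a log2 fold change of 0.76. Without scaling, the ratio of raw means was 3.07 for Tnnt3 and 1.22 for Tnni2, so that the listing of Tnni2 rests on the factor between the groups, as it does for all but 166 of the 627 genes listed as higher. Lsp1 was not analysed here.

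**Figure D3:**
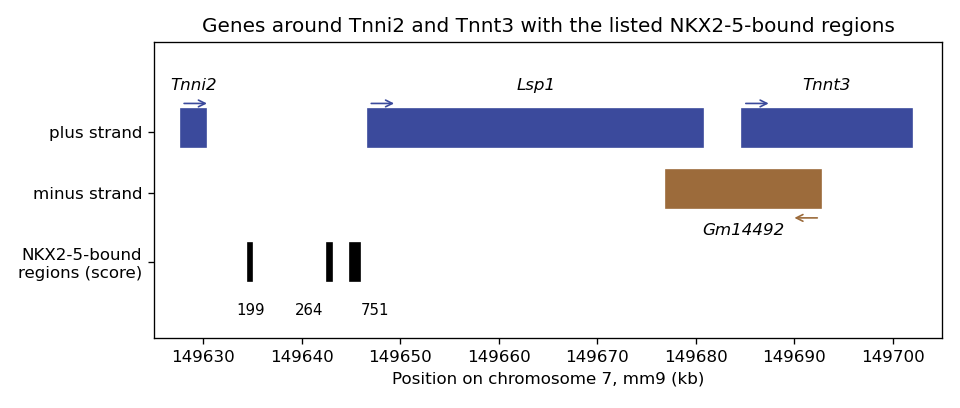
Map of chromosome 7 of mm9 (horizontal axis, position in kb) with genes on the plus strand as blue boxes and Gm14492 on the minus strand as a brown box, arrows at their transcription starts, and the 3 NKX2-5-bound regions as black boxes with the authors' scores. The region with the score of 751 lies next to the start of Lsp1.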

Lsp1 showed no detectable expression in cardiomyocytes at E11.5, its expression being restricted to a population of cardiac fibroblasts and remaining unchanged in the hypomorph at E14.5 (Figure 6B). However, the two skeletal troponin T genes, Tnni2 and Tnnt3, are located 38 kb upstream and 17 kb downstream, respectively, of the Lsp1-associated NKX2-5-binding region. Furthermore, reduced expression of NKX2-5 expression in the hypomorph heart resulted in upregulation of both troponin genes in the myocardium at E11.5 and E14.5 (Figure S5A; Figure 6B). That the expression of the two skeletal troponin isoforms was restricted to the atrial myocardium of the developing heart indicates further levels of control that distinguish atrial from ventricular myocardium.

We investigated the putative repressor function of NKX2-5 using short hairpin RNA technology to knock down NKX2-5 expression in the HL-1 cardiac cell line. Cells stably transfected with *shNkx2*-*5* showed a significant decrease in NKX2-5 protein expression (Figure S5B). Using these, we tested the effect of NKX2-5 knockdown on the expression of a luciferase reporter carrying the 461-bp Tnni2-Tnnt3-enh fragment (Figure 6C). Luciferase activity was significantly enhanced in HL-1 cells deficient for NKX2-5 compared with controls, but unchanged after mutation of the selex DNA-binding site (Tnni2-Tnnt3-enh-mut; Figure 6C). Furthermore, co-transfection with increasing amounts of an NKX2-5 expression plasmid progressively repressed luciferase reporter activity, but had no effect after mutation of the selex site (Figure 6D). Together, these results demonstrate the ability of NKX2-5 to repress activity from the Tnni2-Tnnt3-enh enhancer sequence.

## Discussion

This study describes the genome occupancy of NKX2-5 during a critical phase of cardiac differentiation in the mouse embryo. Our data show that NKX2-5 binding is an efficient predictor of cardiac enhancer location and even more effective than the binding of P300 at the same stage (Blow et al., 2010).

### NKX2-5 Can Bind through an Overlapping Site with MEIS1 In Vivo

Our analysis demonstrates that, in vivo, not only is NKX2-5 able to bind to the conventional NKX2-5-binding motif, but it also binds to a related sequence that overlaps with the DNA-binding site for the transcriptional cofactor MEIS1. Comparison of MEIS binding in cardiac precursor tissue of the branchial arches with NKX2-5 in the heart shows that those two factors bind on a common group of enhancers during cardiac differentiation.

A potential role for MEIS proteins as regulators of cardiomyocyte differentiation has been suggested previously (Paige et al., 2012; Wamstad et al., 2012). Consistent with this, in the mouse embryo, ablation of MEIS1 results in prenatal death, the null embryos having severe developmental abnormalities (Azcoitia et al., 2005; Hisa et al., 2004), including ventricular septal defects and an overriding aorta (Stankunas et al., 2008). These are reminiscent of the phenotype found in embryos showing hypomorphic levels of NKX2-5 (Figure 5A; Prall et al., 2007). Recently, MEIS1 also has been shown to regulate postnatal cardiomyocyte proliferation (Mahmoud et al., 2013). Furthermore, genome-wide association studies have linked both *Nkx2*-*5* and *Meis1* to abnormalities in the PR interval, a region of the electrocardiogram (ECG) that reflects atrial and atrioventricular nodal conduction (Pfeufer et al., 2010; Smith et al., 2011). Given that defects in conduction are associated with mutations in NKX2-5 in both human and mouse models, our finding that the two factors share a common set of gene targets might account for these results.

We have found that, in the early mouse embryo heart, MEIS1 is co-expressed with NKX2-5 protein in the AHF and the OFT. Levels of MEIS1 are higher in the AHF and decrease through the outflow toward the ventricular myocardium. NKX2-5 shows a reciprocal pattern of early expression, with levels in the myocardium being considerably higher than those found in the AHF.

In a recent study, Amin et al. (2015) analyzed the genomic occupancy of MEIS factors in the branchial arches, identifying a very large number (>60,000) of binding sites. They noted that the top 1% of MEIS-binding regions were associated with genes involved in skeletal muscle development (see Figure 5F in Amin et al., 2015). Comparison with the NKX2-5-binding data we have obtained now reveals that a significant fraction of NKX2-5-dependent cardiac enhancers harbors an overlapping MEIS site.

The developmental period during which cells migrate from the AHF into the developing heart coincides with a transition from cardiac progenitors to differentiated cardiomyocytes, resulting in many well-documented changes in gene expression (Domian et al., 2009; Wamstad et al., 2012) and cell cycling (Cai et al., 2005; van den Berg et al., 2009). These coincide with the period over which we identify the switch in expression from MEIS1 to NKX2-5. It is, therefore, tempting to speculate that the subgroup of MEIS1-regulated genes that shows overlapping binding by NKX2-5 is associated with these differentiation changes.

Consistent with this, we found that 79 of the genes associated with those 765 regions are in common with target genes associated with enhancers containing the MEIS1 motif in differentiated cardiac embryonic stem cell (Wamstad et al., 2012). Furthermore, using previously published data that identifies genes enriched in the AHF compared to the heart and vice versa (Domian et al., 2009), we found that 51 of the genes associated with NKX2-5/MEIS-bound regions are AHF enriched, while 76 are from the heart-enriched class (see Figure S4C). Many of these genes have well-described expression patterns and have been associated with changes in DNA metabolism, cell cycling, and cell signaling (e.g., Tbx20, myocardin, Cdh2, Wnt11, and Wnt2), which are consequent upon cardiac progenitor differentiation. Together, these results suggest that enhancers binding both MEIS1 and NKX2-5 constitute a functionally distinct class of genes compared with those regulated by MEIS1 alone.

Given that early heart growth largely results from the addition of cells from the AHF to the poles of the heart (Cai et al., 2003; Kelly, 2012), our data suggest that a significant portion of NKX2-5-binding regions are regulated through successive binding first by MEIS1 and later by NKX2-5 as differentiation (and cardiac morphogenesis) proceeds. Interestingly, a similar temporal pattern of expression of those factors is found during embryonic stem differentiation into beating cardiomyocytes (Wamstad et al., 2012). In such stem cell cultures, cardiomyocyte precursors express high levels of *Meis1* RNA and relative low levels of the *Nkx2*-*5* transcript. However, when such precursors differentiate into cardiomyocytes, *Meis1* RNA expression decreases and *Nkx2*-*5* RNA expression increases (see Figure S2 in Wamstad et al., 2012).

Transcriptional regulation in a similar manner through shared binding sites and overlapping but distinct spatial patterns of transcription factor expression already has been described during cardiogenesis, from studies of the growth factor FGF10. An *Fgf10* enhancer possesses a shared binding site for NKX2-5 and the transcription factor ISL1. *Fgf10* is activated in the AHF by ISL1, but subsequently repressed by NKX2-5 as cells of the AHF are added to the heart tube (Watanabe et al., 2012). Our data now suggest a similar regulatory mechanism with MEIS1 and NKX2-5, and we speculate that the presence of overlapping transcription factor binding sites in gene enhancers might therefore be of broader significance during development. For gene enhancers containing such overlapping binding sites, distinct regional patterns of transcription factor expression could combine with cell migration to achieve complex patterns of spatiotemporal regulation.

Common targeting of a set of genes by MEIS1 and NKX2-5 could facilitate several different regulatory mechanisms underlying cardiac differentiation. For example, preferential binding by MEIS1 within the AHF could act to prevent activation of a set of cardiac differentiation genes normally activated by NKX2-5; these genes subsequently would become activated as AHF cells are added to the cardiac tube and MEIS1 is replaced by NKX2-5. An alternative possibility is a role for MEIS1 in activating genes that are part of a cardiac progenitor state program in the AHF. As cardiac precursors integrate into the developing heart, replacement of MEIS1 by NKX2-5 would serve to repress these genes and, thereby, allow cardiomyocyte differentiation. Consistent with this latter model, Nkx2-5 mutants have been reported to show upregulation of progenitor signature genes in the AHF and abnormal persistence of their expression in differentiating myocytes (Prall et al., 2007). Furthermore, our results show that there is a clear difference between biological processes associated with genes showing NKX2-5 binding and those regulated by both NKX2-5 and MEIS. The former are specific to the differentiated cardiac state, whereas the latter are related to other biological processes (metabolism, signaling, and cell-cycle regulation), which perhaps reflects their role in a cardiac progenitor gene program.

A third possibility is suggested by accumulating evidence that gene enhancers can interact with pioneer transcription factors at early stages of development before the target genes are even transcribed (Kathiriya et al., 2015). For example, in the branchial arches, HOXA2 and MEIS binding largely overlaps and it has been suggested that MEIS binding functions to create an accessible platform recognized by HOXA2 (Amin et al., 2015). Similarly, in the mouse embryo trunk, Hox target sequences have been shown to strongly associate with MEIS factors (Penkov et al., 2013). Perhaps when both MEIS1 and NKX2-5 activate a common set of enhancers, MEIS1 establishes a ground state that maintains competence for eventual activation by NKX2-5 at the appropriate stage of cardiac differentiation.

Genome-wide studies of NKX2-5-binding sites in the adult mouse heart show no statistically significant enrichment for the de novo binding motif (van den Boogaard et al., 2012; data not shown), in contrast to our findings for the E11.5 embryonic heart. This may reflect the exclusive developmental role of the MEIS/NKX2-5 combination, but it also could be accounted for by the nature of ChIP studies themselves. Since no MEIS1 is expressed in the embryonic heart, enhancers containing the de novo binding site will be recovered by ChIP using an NKX2-5 antibody. In contrast, as the adult heart expresses MEIS1, this factor will compete with NKX2-5 for binding onto the de novo motif. Preferential binding by MEIS1 in vivo (comparable with that we detected in vitro) would reduce or abolish recovery of sequences containing the de novo consensus by NKX2-5 ChIP.

### NKX2-5 Represses the Muscle Fast Fiber Phenotype

NKX2-5 previously has been shown to be capable of acting as a transcriptional repressor (Prall et al., 2007). Our study provides evidence of how widespread such a role may be during development, with nearly 50% of the putative direct targets identified in the embryonic heart likely to be regulated by NKX2-5 in this manner.

Our study of the NKX2-5 hypomorph embryos revealed an unexpected role for NKX2-5 that is notable in several ways. NKX2-5 apparently regulates skeletal muscle fiber type and does so via repression of two skeletal fast isoforms of troponin. Individual isoforms show quantitative differences in the calcium activation of contraction that can affect cardiac muscle performance and heart contraction (Huang et al., 2008; Parmacek and Solaro, 2004). The strong upregulation of Tnnt3 and Tnni2 that occurs in the developing atria of the NKX2-5 hypomorph is likely, therefore, to result in alteration of contractile performance, through its impact on myofibrillar calcium activation. The morphological abnormalities seen in the hypomorph hearts at E14.5 included changes (wall thinning and atrial distension) indicative of compromised cardiac function. Our findings indicate that this might not simply be an indirect and cumulative consequence of cardiac dysfunction in the hypomorph; it may in fact be largely driven by a direct impact of reduced NKX2-5 levels on atrial myofibrillar composition. Interestingly, a similar upregulation of fast skeletal troponin isoforms has been observed in several models of cardiac failure induced by loss of either histone deacetylases or the polycomb repressive complex 2 (Delgado-Olguín et al., 2012; He et al., 2012; Montgomery et al., 2007).

## Experimental Procedures

### Animals

All animal work was carried out in accordance with the UK Animals (Scientific Procedures) Act 1986 and with the approval of the MRC National Institute of Medical Research Ethical Review Panel. Genotyping of the transgenic mouse lines *Nkx2*-*5*-*IRES*-*Cre* and *Nkx2*-*5*-*gfp* has been described previously (Prall et al., 2007).

### ChIP Assay and Real-Time qPCR Analysis

Please refer to the Supplemental Experimental Procedures.

### Sequencing and Peak Calling

Libraries were prepared with 10 ng immunoprecipitated DNA or input. Samples were sequenced on the Genome Analyzer IIx platform, and ChIP-seq reads were aligned to the mm9 genome assembly using BOWTIE. Peak calling was done using MACS1.4. Please refer to the Supplemental Experimental Procedures for more details.

### Sequence and Gene Analysis

All enriched GO categories were determined using the programs GeneCoDis3 (Carmona-Saez et al., 2007) and GREAT for peak-associated genes. De novo motif identification was carried out using 50 bp around the summit of the peak of the top 1,033 regions using MEME-ChIP (Machanick and Bailey, 2011). Enhancer coordinates were found in the VISTA Enhancer Browser (Visel et al., 2007) and compared to our set using Galaxy (Giardine et al., 2005). For comparison of the different ChIP-seq datasets, 10,000 random sets were generated and compared using pybedtools (Dale et al., 2011; Quinlan and Hall, 2010).

Motif distribution and overlap of the different NKX2-5 motifs among the identified peaks were done with FIMO using default parameters and the matrices identified with MEME.

Expression array data (GEO: GSE13614) used to analyze working myocardium genes versus atrio-ventricular genes were analyzed using Limma at Geo2r (http://www.ncbi.nlm.nih.gov/geo/geo2r/). The p values were adjusted for multiple testing using the Benjamin and Hochberg test, and transcripts were identified as differentially expressed if the adjusted p value was <0.01.

The region overlap between the NKX2-5 and MEIS dataset was determined using Galaxy (Goecks et al., 2010).

### RNA-Seq

The E11.5 embryonic hearts from the hypomorphic NKX2-5 line were dissected and stored in RNAlater (QIAGEN). After genotyping, three control and three hypomorphic samples were selected for total RNA extraction using Trizol and purified on RNeasy columns (QIAGEN). Total RNA was converted to a library of templates suitable for high-throughput DNA sequencing using the Truseq kit (Illumina). Templates were sequenced using the Illumina Genome Analyzer IIx platform. Sequence reads were aligned to the mm9 genome with TopHat. Mapped reads were analyzed using the Avadis NGS package (Strand Scientific Intelligence; AC test fold change ≥1.5).

### EMSA

Recombinant proteins were synthesized using a coupled transcription-translation system (Promega TnT T7/SP6 kit) and incubated with 0.5 ng radiolabelled oligonucleotide probe in binding buffer (20 mM Tris [pH 7.6], 75 mM KCl, 0.25 mg/ml, 1 mM DTT, and 10% glycerol) at room temperature for 10 min. For competition experiments, the excess of unlabelled oligonucleotide probes was added and incubated for 10 min prior to the addition of radiolabelled oligonucleotide probes. Binding reactions were analyzed on 6% 0.5× Tris-borate-EDTA (TBE) polyacrylamide gels electrophoresed at 150 V; gels were dried prior to detection of signal by autoradiography.

### In Situ Hybridization

RNA in situ hybridizations were performed as described previously (Dupays et al., 2005). Tnnt3, Tnni2, and Lsp1 RNA probes were synthesized from whole IMAGE clones 3594256, 1448494, and 3488528, respectively.

### Immunohistochemistry

Immunohistochemistry was performed as described previously (Dupays et al., 2009) with NKX2-5 (Santa Cruz Biotechnology) and MEIS1 (Abcam, ab19867) antibodies.

### High-Resolution Episcopic Microscopy Imaging

Embryos were embedded and processed for imaging as described previously (Mohun and Weninger, 2011).

### Transgenic Fish Experiments

Mouse DNA fragments were tested in vivo using the tol2 system (Allende et al., 2006; Fisher et al., 2006). Briefly, 1 kb amplified PCR product flanking the NKX2-5-enriched region was cloned in pCR8/GW/TOPO vector (Invitrogen) and subcloned into pGW_cfosGFP vector. Embryos were scored for GFP heart expression 48 hr after co-injection with Tol2 transposase into one-cell-stage zebrafish embryos.

### Transgenic Mouse Experiments

The Popdc2 region tested previously in fish was subcloned in an hsp68-LacZ reporter gene. Transient transgenic mouse embryos were generated by the Procedural Services Section at The Francis Crick Institute Mill Hill Laboratory by standard pronuclear microinjection techniques.

## Figures and Tables

**Figure 1:**
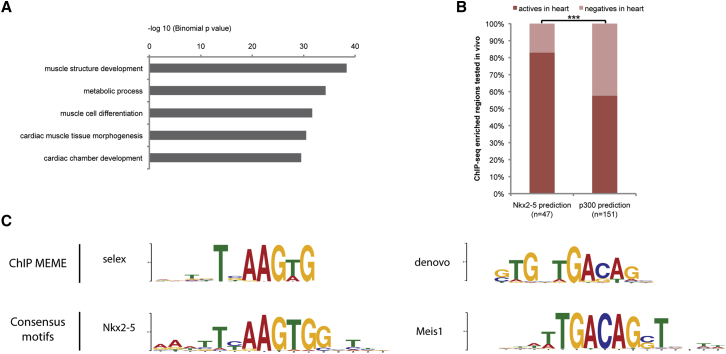
ChIP-Seq Dataset Analysis (A) Top selected GO terms for biological processes associated with the 3,313 genes identified are shown. (B) Regions enriched for either NKX2-5 or P300 that have been tested in vivo are plotted according to their ability to drive cardiac expression. Actives or negatives in heart represent the percentage of enhancers able or not able to drive cardiac expression of the β-galactosidase reporter gene (p < 0.0007 according to two-tailed Fisher’s exact test). (C) De novo motif discovery using ChIP-MEME identified two in vivo NKX2-5-binding motifs (called selex and de novo). Selex and de novo match the UniProbe consensus motif for NKX2-5 and MEIS1, respectively. See also Figure S3.

**Figure 2:**
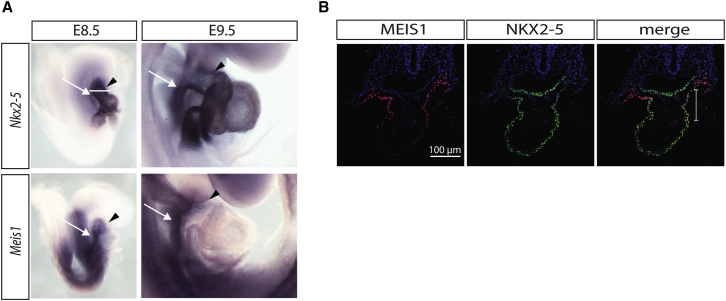
NKX2-5 and MEIS1 Expression Pattern (A) *Nkx2*-*5* and *Meis1* whole-mount in situ hybridization in E8.5 and E9.5 mouse embryos shows their co-expression in the anterior heart field (AHF, white arrows) and outflow tract (OFT, arrowheads). (B) NKX2-5 and MEIS1 immunohistochemistry on an E8.5 mouse embryo (transversal section) showing colocalization in the distal OFT (bracket in merge). Level of section is shown with a white line in (A). AHF and heart tube (HT) are depicted in the MEIS1 immunostaining.

**Figure 3:**
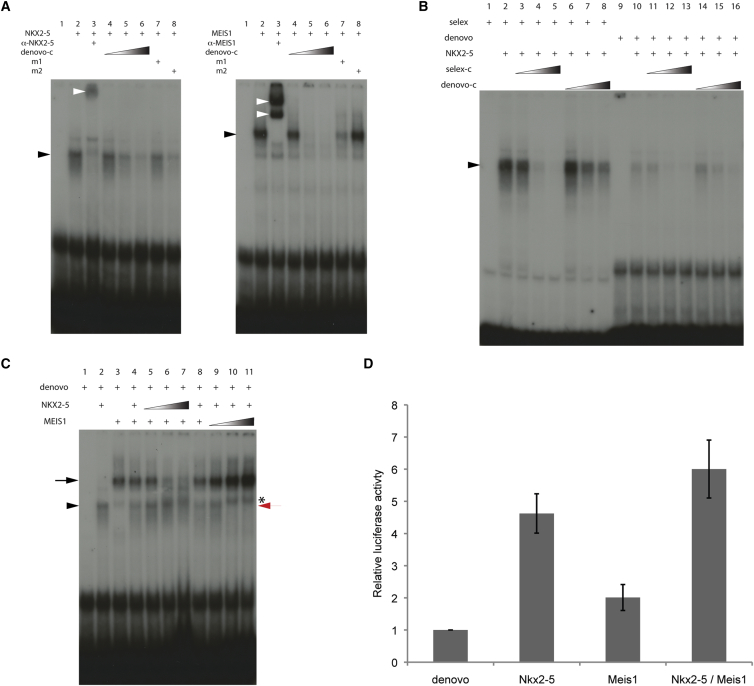
NKX2-5 and MEIS1 Bind on the Same DNA Motif (A) Electrophoretic mobility shift assay (EMSA) showing that NKX2-5 and MEIS1 bind the de novo probe (black arrowheads). Note the specific competition when an unlabelled competitor (de novo-c) is used. White arrowheads indicate supershift when a specific antibody against the protein tested is used. Note that competition with a mutated unlabelled probe is observed with de novo m2, but not de novo m1, when NKX2-5 protein is used. Competition with a mutated unlabelled probe is observed with de novo m1, but not m2, when MEIS1 protein is used. (B) The selex unlabelled probe is a better competitor than the de novo unlabelled probe when used with selex or de novo radioactive probes. Black arrowhead indicates NKX2-5 probe complex. (C) EMSA showing the absence of any supershift when both NKX2-5 and MEIS1 proteins are added in increasing amounts. Increasingly prominent band slightly above the position of the MEIS1 complex in lanes 10 and 11 (indicated with ^∗^) is detectable in the presence of MEIS1 alone in lane 3, and its apparent increase simply reflects the increase in overall MEIS1 concentration in the titration experiment. Black arrow and black arrowhead indicate MEIS1 and NKX2-5 binding on the de novo probe, respectively. Note the disappearance of NKX2-5 binding in lanes 10 and 11 at higher concentrations of MEIS1 (red arrow). (D) NKX2-5 and MEIS1 activate the de novo fragment cloned in pGL3 in 3T3 cells. Note the absence of synergistic activation. The graph shows relative luciferase reporter activity normalized to reporter construct alone. Average of three independent experiments is shown. Error bars represent the SEM.

**Figure 4:**
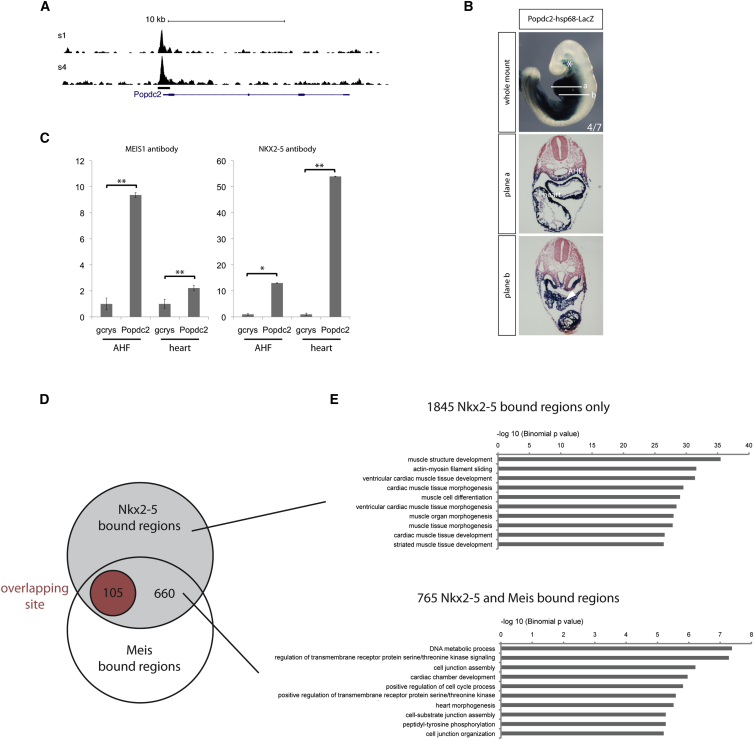
NKX2-5 and MEIS1 Successively Bind a Popdc2 Enhancer (A) ChIP-seq trace at the Popdc2 locus for the two experiments carried out (s1 and s4). Black bar indicates the region found enriched for NKX2-5 binding and tested in transgenic mice (see below). (B) Representative image of a mouse transgenic embryo at E9.5 showing that the Popdc2 enhancer is reproducing endogenous Popdc2 gene expression in the heart and AHF. Four independent embryos expressed the reporter gene of the seven PCR-positive embryos for the transgene. Planes a and b represent transversal sections as indicated on the whole mount. Asterisk shows pharyngeal arches, white arrow in plane b shows proepicardium, and white arrowhead indicates expression of the transgene in the AHF. (C) ChIP analysis carried out with chromatin purified from E9.5 AHF and heart with either MEIS1 or NKX2-5 antibodies. Representative results of qPCR analysis with primers against the region of the Popdc2 promoter enriched for NKX2-5 binding are shown. Relative enrichment is presented over a negative control region in the gamma-crystallin gene (gcrys). ^∗^p < 0.05, ^∗∗^p < 0.001 according to a two-tailed Student’s t test. (D) Venn diagram depicting the overlap between NKX2-5- and MEIS-enriched regions. In red are the number of those overlapping regions corresponding to the overlapping binding site. (E) Top selected GO terms were identified with GREAT for biological processes associated with the genes associated with either the NKX2-5- or NKX2-5/MEIS-bound regions.

**Figure 5:**
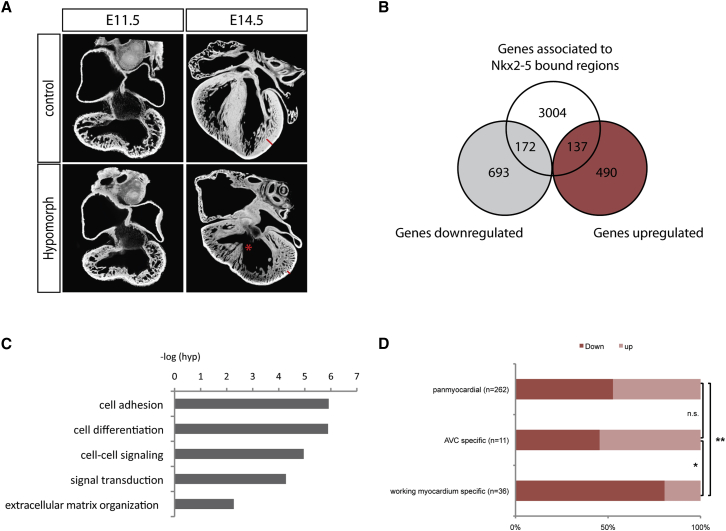
NKX2-5 Acts as an Activator and a Repressor (A) Four-chambered view comparing hearts from hypomorphic embryos to controls using high-resolution episcopic microscopy. At E11.5, no obvious morphological defect can be detected. At E14.5, hearts from hypomorphic embryos present ventricular septal defect (star) and thinning of the compact layer ventricular free wall (compare red size bar). (B) Venn diagram depicts the overlap between NKX2-5-enriched region-associated genes (white) and genes downregulated (gray) and upregulated (red) in the heart of hypomorphic embryo. (C) Most enriched biological processes in the direct target genes list are shown. (D) Direct targets are categorized by expression pattern as AVC specific or working myocardium. n.s., non-significant; ^∗∗^p < 0.002, ^∗^p < 0.0489 according to two-tailed Fisher’s exact test. See also Figure S4D.

**Figure 6:**
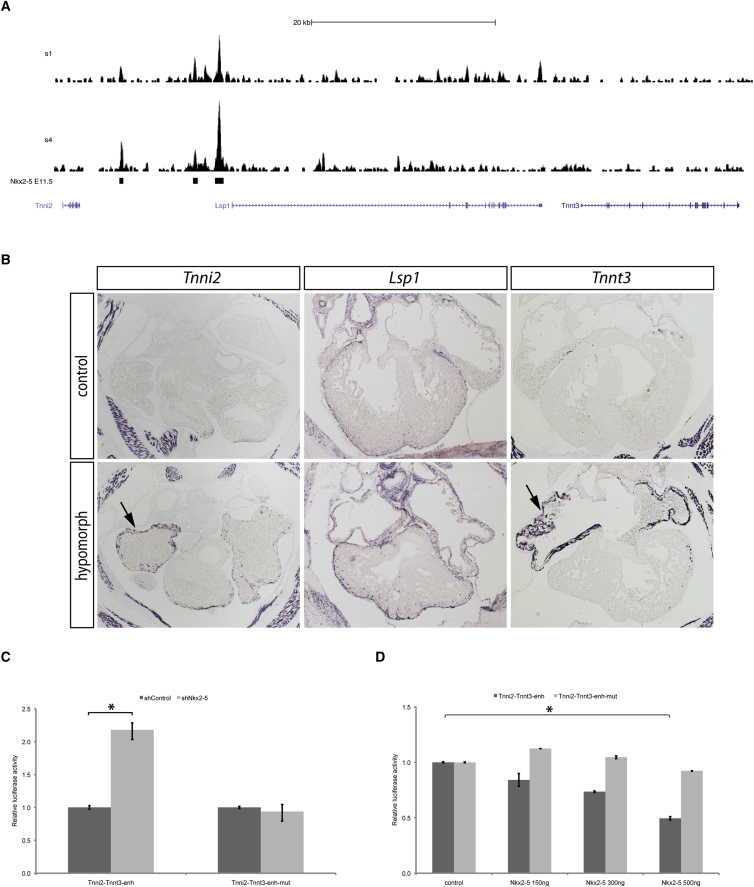
NKX2-5 Represses Cardiac Expression of Fast Troponin Isoforms (A) ChIP-seq trace at the repressed Lsp1 locus for the two experiments carried out (s1 and s4). Black bars indicate regions found enriched for NKX2-5. (B) In situ hybridization on sections of E14.5 control and hypomorph hearts, using probes for Tnni2, Tnnt3, and Lsp1. Note the upregulation of Tnni2 and Tnnt3 signals in the hypomorph atria (black arrows). See also Figure S5A. (C) Tnni2-Tnnt3 enhancer (Tnni2-Tnnt3-enh) activity in control and NKX2-5-deficient HL-1 cells is shown. (D) Co-transfection of Tnni2-Tnnt3-enh with an increasing quantity of *Nkx2*-*5*-expressing vector shows a decrease of reporter activity. Tnni2-Tnnt3-enh-mut reporter vector is unaffected by *Nkx2*-*5* overexpression in HL-1 cells. Only significant changes are indicated. ^∗^p < 0.05 according to a two-tailed Student’s t test.

## References

[bib1] Akazawa H., Komuro I. (2005). Cardiac transcription factor Csx/Nkx2-5: Its role in cardiac development and diseases. Pharmacol. Ther..

[bib2] Allende M.L., Manzanares M., Tena J.J., Feijóo C.G., Gómez-Skarmeta J.L. (2006). Cracking the genome’s second code: enhancer detection by combined phylogenetic footprinting and transgenic fish and frog embryos. Methods.

[bib3] Amin S., Donaldson I.J., Zannino D.A., Hensman J., Rattray M., Losa M., Spitz F., Ladam F., Sagerström C., Bobola N. (2015). Hoxa2 selectively enhances Meis binding to change a branchial arch ground state. Dev. Cell.

[bib4] Azcoitia V., Aracil M., Martínez-A C., Torres M. (2005). The homeodomain protein Meis1 is essential for definitive hematopoiesis and vascular patterning in the mouse embryo. Dev. Biol..

[bib5] Biben C., Weber R., Kesteven S., Stanley E., McDonald L., Elliott D.A., Barnett L., Köentgen F., Robb L., Feneley M., Harvey R.P. (2000). Cardiac septal and valvular dysmorphogenesis in mice heterozygous for mutations in the homeobox gene Nkx2-5. Circ. Res..

[bib6] Blow M.J., McCulley D.J., Li Z., Zhang T., Akiyama J.A., Holt A., Plajzer-Frick I., Shoukry M., Wright C., Chen F. (2010). ChIP-Seq identification of weakly conserved heart enhancers. Nat. Genet..

[bib7] Bradley A., Anastassiadis K., Ayadi A., Battey J.F., Bell C., Birling M.C., Bottomley J., Brown S.D., Bürger A., Bult C.J. (2012). The mammalian gene function resource: the International Knockout Mouse Consortium. Mamm. Genome.

[bib8] Briggs L.E., Takeda M., Cuadra A.E., Wakimoto H., Marks M.H., Walker A.J., Seki T., Oh S.P., Lu J.T., Sumners C. (2008). Perinatal loss of Nkx2-5 results in rapid conduction and contraction defects. Circ. Res..

[bib9] Bruneau B.G. (2008). The developmental genetics of congenital heart disease. Nature.

[bib10] Cai C.L., Liang X., Shi Y., Chu P.H., Pfaff S.L., Chen J., Evans S. (2003). Isl1 identifies a cardiac progenitor population that proliferates prior to differentiation and contributes a majority of cells to the heart. Dev. Cell.

[bib11] Cai C.L., Zhou W., Yang L., Bu L., Qyang Y., Zhang X., Li X., Rosenfeld M.G., Chen J., Evans S. (2005). T-box genes coordinate regional rates of proliferation and regional specification during cardiogenesis. Development.

[bib12] Carmona-Saez P., Chagoyen M., Tirado F., Carazo J.M., Pascual-Montano A. (2007). GENECODIS: a web-based tool for finding significant concurrent annotations in gene lists. Genome Biol..

[bib13] Dale R.K., Pedersen B.S., Quinlan A.R. (2011). Pybedtools: a flexible Python library for manipulating genomic datasets and annotations. Bioinformatics.

[bib14] Delgado-Olguín P., Huang Y., Li X., Christodoulou D., Seidman C.E., Seidman J.G., Tarakhovsky A., Bruneau B.G. (2012). Epigenetic repression of cardiac progenitor gene expression by Ezh2 is required for postnatal cardiac homeostasis. Nat. Genet..

[bib15] Domian I.J., Chiravuri M., van der Meer P., Feinberg A.W., Shi X., Shao Y., Wu S.M., Parker K.K., Chien K.R. (2009). Generation of functional ventricular heart muscle from mouse ventricular progenitor cells. Science.

[bib16] Dupays L., Jarry-Guichard T., Mazurais D., Calmels T., Izumo S., Gros D., Théveniau-Ruissy M. (2005). Dysregulation of connexins and inactivation of NFATc1 in the cardiovascular system of Nkx2-5 null mutants. J. Mol. Cell. Cardiol..

[bib17] Dupays L., Kotecha S., Angst B., Mohun T.J. (2009). Tbx2 misexpression impairs deployment of second heart field derived progenitor cells to the arterial pole of the embryonic heart. Dev. Biol..

[bib18] Fisher S., Grice E.A., Vinton R.M., Bessling S.L., Urasaki A., Kawakami K., McCallion A.S. (2006). Evaluating the biological relevance of putative enhancers using Tol2 transposon-mediated transgenesis in zebrafish. Nat. Protoc..

[bib19] Froese A., Brand T. (2008). Expression pattern of Popdc2 during mouse embryogenesis and in the adult. Dev. Dyn..

[bib20] Giardine B., Riemer C., Hardison R.C., Burhans R., Elnitski L., Shah P., Zhang Y., Blankenberg D., Albert I., Taylor J. (2005). Galaxy: a platform for interactive large-scale genome analysis. Genome Res..

[bib21] Goecks J., Nekrutenko A., Taylor J., Galaxy Team (2010). Galaxy: a comprehensive approach for supporting accessible, reproducible, and transparent computational research in the life sciences. Genome Biol..

[bib22] He A., Kong S.W., Ma Q., Pu W.T. (2011). Co-occupancy by multiple cardiac transcription factors identifies transcriptional enhancers active in heart. Proc. Natl. Acad. Sci. USA.

[bib23] He A., Ma Q., Cao J., von Gise A., Zhou P., Xie H., Zhang B., Hsing M., Christodoulou D.C., Cahan P. (2012). Polycomb repressive complex 2 regulates normal development of the mouse heart. Circ. Res..

[bib24] Hisa T., Spence S.E., Rachel R.A., Fujita M., Nakamura T., Ward J.M., Devor-Henneman D.E., Saiki Y., Kutsuna H., Tessarollo L. (2004). Hematopoietic, angiogenic and eye defects in Meis1 mutant animals. EMBO J..

[bib25] Hoffman J.I., Kaplan S. (2002). The incidence of congenital heart disease. J. Am. Coll. Cardiol..

[bib26] Horsthuis T., Buermans H.P., Brons J.F., Verkerk A.O., Bakker M.L., Wakker V., Clout D.E., Moorman A.F., ’t Hoen P.A., Christoffels V.M. (2009). Gene expression profiling of the forming atrioventricular node using a novel tbx3-based node-specific transgenic reporter. Circ. Res..

[bib27] Huang Q.Q., Feng H.Z., Liu J., Du J., Stull L.B., Moravec C.S., Huang X., Jin J.P. (2008). Co-expression of skeletal and cardiac troponin T decreases mouse cardiac function. Am. J. Physiol. Cell Physiol..

[bib28] Jay P.Y., Harris B.S., Maguire C.T., Buerger A., Wakimoto H., Tanaka M., Kupershmidt S., Roden D.M., Schultheiss T.M., O’Brien T.X. (2004). Nkx2-5 mutation causes anatomic hypoplasia of the cardiac conduction system. J. Clin. Invest..

[bib29] Kathiriya I.S., Nora E.P., Bruneau B.G. (2015). Investigating the transcriptional control of cardiovascular development. Circ. Res..

[bib30] Kelly R.G. (2012). The second heart field. Curr. Top. Dev. Biol..

[bib31] Lescroart F., Kelly R.G., Le Garrec J.F., Nicolas J.F., Meilhac S.M., Buckingham M. (2010). Clonal analysis reveals common lineage relationships between head muscles and second heart field derivatives in the mouse embryo. Development.

[bib32] Machanick P., Bailey T.L. (2011). MEME-ChIP: motif analysis of large DNA datasets. Bioinformatics.

[bib33] Mahmoud A.I., Kocabas F., Muralidhar S.A., Kimura W., Koura A.S., Thet S., Porrello E.R., Sadek H.A. (2013). Meis1 regulates postnatal cardiomyocyte cell cycle arrest. Nature.

[bib34] Mohun T.J., Weninger W.J. (2011). Imaging heart development using high-resolution episcopic microscopy. Curr. Opin. Genet. Dev..

[bib35] Montgomery R.L., Davis C.A., Potthoff M.J., Haberland M., Fielitz J., Qi X., Hill J.A., Richardson J.A., Olson E.N. (2007). Histone deacetylases 1 and 2 redundantly regulate cardiac morphogenesis, growth, and contractility. Genes Dev..

[bib36] Paige S.L., Thomas S., Stoick-Cooper C.L., Wang H., Maves L., Sandstrom R., Pabon L., Reinecke H., Pratt G., Keller G. (2012). A temporal chromatin signature in human embryonic stem cells identifies regulators of cardiac development. Cell.

[bib37] Parmacek M.S., Solaro R.J. (2004). Biology of the troponin complex in cardiac myocytes. Prog. Cardiovasc. Dis..

[bib38] Penkov D., Mateos San Martín D., Fernandez-Díaz L.C., Rosselló C.A., Torroja C., Sánchez-Cabo F., Warnatz H.J., Sultan M., Yaspo M.L., Gabrieli A. (2013). Analysis of the DNA-binding profile and function of TALE homeoproteins reveals their specialization and specific interactions with Hox genes/proteins. Cell Rep..

[bib39] Pfeufer A., van Noord C., Marciante K.D., Arking D.E., Larson M.G., Smith A.V., Tarasov K.V., Müller M., Sotoodehnia N., Sinner M.F. (2010). Genome-wide association study of PR interval. Nat. Genet..

[bib40] Prall O.W., Menon M.K., Solloway M.J., Watanabe Y., Zaffran S., Bajolle F., Biben C., McBride J.J., Robertson B.R., Chaulet H. (2007). An Nkx2-5/Bmp2/Smad1 negative feedback loop controls heart progenitor specification and proliferation. Cell.

[bib41] Quinlan A.R., Hall I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[bib42] Sakabe N.J., Aneas I., Shen T., Shokri L., Park S.Y., Bulyk M.L., Evans S.M., Nobrega M.A. (2012). Dual transcriptional activator and repressor roles of TBX20 regulate adult cardiac structure and function. Hum. Mol. Genet..

[bib43] Shen T., Aneas I., Sakabe N., Dirschinger R.J., Wang G., Smemo S., Westlund J.M., Cheng H., Dalton N., Gu Y. (2011). Tbx20 regulates a genetic program essential to adult mouse cardiomyocyte function. J. Clin. Invest..

[bib44] Smith J.G., Magnani J.W., Palmer C., Meng Y.A., Soliman E.Z., Musani S.K., Kerr K.F., Schnabel R.B., Lubitz S.A., Sotoodehnia N., Candidate-gene Association Resource (CARe) Consortium (2011). Genome-wide association studies of the PR interval in African Americans. PLoS Genet..

[bib45] Stankunas K., Shang C., Twu K.Y., Kao S.C., Jenkins N.A., Copeland N.G., Sanyal M., Selleri L., Cleary M.L., Chang C.P. (2008). Pbx/Meis deficiencies demonstrate multigenetic origins of congenital heart disease. Circ. Res..

[bib46] Stanley E.G., Biben C., Elefanty A., Barnett L., Koentgen F., Robb L., Harvey R.P. (2002). Efficient Cre-mediated deletion in cardiac progenitor cells conferred by a 3’UTR-ires-Cre allele of the homeobox gene Nkx2-5. Int. J. Dev. Biol..

[bib47] Tanaka M., Chen Z., Bartunkova S., Yamasaki N., Izumo S. (1999). The cardiac homeobox gene Csx/Nkx2.5 lies genetically upstream of multiple genes essential for heart development. Development.

[bib48] van den Berg G., Abu-Issa R., de Boer B.A., Hutson M.R., de Boer P.A., Soufan A.T., Ruijter J.M., Kirby M.L., van den Hoff M.J., Moorman A.F. (2009). A caudal proliferating growth center contributes to both poles of the forming heart tube. Circ. Res..

[bib49] van den Boogaard M., Wong L.Y., Tessadori F., Bakker M.L., Dreizehnter L.K., Wakker V., Bezzina C.R., ’t Hoen P.A., Bakkers J., Barnett P., Christoffels V.M. (2012). Genetic variation in T-box binding element functionally affects SCN5A/SCN10A enhancer. J. Clin. Invest..

[bib50] Visel A., Minovitsky S., Dubchak I., Pennacchio L.A. (2007). VISTA Enhancer Browser--a database of tissue-specific human enhancers. Nucleic Acids Res..

[bib51] Wamstad J.A., Alexander J.M., Truty R.M., Shrikumar A., Li F., Eilertson K.E., Ding H., Wylie J.N., Pico A.R., Capra J.A. (2012). Dynamic and coordinated epigenetic regulation of developmental transitions in the cardiac lineage. Cell.

[bib52] Watanabe Y., Zaffran S., Kuroiwa A., Higuchi H., Ogura T., Harvey R.P., Kelly R.G., Buckingham M. (2012). Fibroblast growth factor 10 gene regulation in the second heart field by Tbx1, Nkx2-5, and Islet1 reveals a genetic switch for down-regulation in the myocardium. Proc. Natl. Acad. Sci. USA.

How the deposited data were processed for this re-analysis (not part of the article)

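RNA from whole hearts of 3 control and 3 hypomorphic mouse embryos at E11.5 was sequenced by the authors on an Illumina Genome Analyzer IIx, aligned to the mm9 genome with TopHat and analysed in Avadis NGS with the AC test and a fold change of at least 1.5. Versions and the p threshold are not stated in the paper's text. The deposited table holds group values for the genes that passed. The authors' raw values are mean estimated counts per gene over the hearts of a group, before normalization. The authors' normalized values are group means on a log2 scale relative to a baseline for each gene, by a method the text does not name. The deposited log2 fold change is the difference between them, the deposited absolute fold change is a linear ratio of at least 1.5, and the deposited signed fold change is a score that is negative for genes lower in hypomorphic hearts. The sum over a table of changed genes is not a sequencing depth, so the depth per heart, and the precision it gives, are unknown.

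The design fixed at the start planned edgeR on counts per heart, limma on normalized values per heart, or, with group values only, no test. The last of these applied. The genes as deposited, restricted to protein-coding genes, are the changed genes, and no p-value between the groups was computed. The factor between groups was taken for each gene as the log2 fold change minus the log2 ratio of raw means. On simulated hearts for 1577 genes with 200 changed, a factor of 1.40 was recovered as 1.40, and 93.0% of the changed genes were found with the right direction at a fold of 2. The simulated changes were larger than most listed changes, and most simulated genes were unchanged, unlike those of the deposited table. These values therefore check the computation only, and say nothing about detection in the deposited table. The assignment of genes to regions gave the same genes as a search over all genes in each of 20 simulated sets.

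Genes flanking bound regions were taken from the peak list in the spreadsheet headed Data S3, with the authors' score per region, and the GENCODE M1 annotation of mm9, as the 2 nearest protein-coding transcription starts within 1 Mb of the region's midpoint. The list as read here holds 1999 regions, of which the 104 on the last chromosome, whose list is incomplete, were not used. Fisher's exact test, two-sided, compared directions and GO terms. The GO terms were chosen from those shown in Figure 5C and counted where the authors' table attaches them directly. Differences in medians were tested with 100000 permutations, two-sided. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

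The sample groups, the designs and the list of alternatives were fixed before the deposited table was examined. The fold changes in Data S4, which match the deposited ones for all 1488 genes read from it, had however been read before the designs were fixed, so the rule for named genes was not written blind to them. That rule takes the genes the paper's text names, the 5 largest rises and 5 largest falls among protein-coding genes with at least 50 raw reads in the group where they are higher, the globin genes and a few sex-linked genes. One gene that this rule selects is not reported here. Named genes not discussed were not analysed here. After values of the deposited table were seen, several further choices were made, namely the restriction to protein-coding genes as the main set, the marker gene lists, the GO terms, the alternatives described as added, and the limits of 0.5 and 1000 reads used in tests of the factor.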

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

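The explanations tested here were chosen after the values had been seen.

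Xist, which the paper does not discuss, has the largest fold change in the authors' deposited table, a log2 fold change of 8.74, with 16340 raw reads in control and 53613 in hypomorphic hearts. The ratio of raw means, 3.28, is well above 1 before any scaling, so scaling between groups does not account for the difference. It is also far smaller than the listed fold of 426. If the raw values are arithmetic means, the normalized values are means of logs and the 3 hypomorphic hearts are alike, the arithmetic mean of the control hearts is 93.9 times their geometric mean. One control heart with 49019 reads and 10.4 reads in each of the others would give this, whereas a pair of hearts with 24509 reads each would leave 0.00878 reads for the third. This is consistent with unequal sexes in the 2 groups, with most control hearts male, as a hypothesis. The 4 Y-linked genes looked for are not listed, but no listed gene has a group mean of 0, so genes without reads in a group could not be seen here. Sex and genotype could then not be told apart for genes that depend on sex.

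All 6 globin genes listed were higher in hypomorphic hearts, with folds from 1.83 to 3.18 in the authors' deposited table, though Hbb-b1 flips to lower when raw values are scaled to the table's total. Their summed raw means were higher by a ratio of 1.48 before scaling, but 4 of the 6 genes (Hba-a1, Hba-a2, Hbb-y and Hbb-b1) stayed under 1.5-fold without scaling, and the median log2 fold change of the 6 was 0.078 with the table's total, of which the globin genes are the larger part. As the depth per heart is unknown, the size of the rise cannot be told apart from an effect of scaling. They took 60.2% of the listed control reads and 68.8% of the listed hypomorphic reads, and reads can be shared between globin paralogs. Of a list of 22 other erythroid gene symbols, 18 are listed, all 18 higher in the authors' deposited table (two-sided Fisher's exact test against the other listed genes, p = 1.35e-07), and 15 of them still higher under scaling to the table's total, where Alas2, Kel and Trim10 flip. Relative to the median factor of the table, that scaling shifts every gene by -0.84 on the log2 scale. The Fisher p-value counts genes as independent, though genes of the same cell type can rise together, so it does not measure spread between hearts. More red blood cells in the hypomorphic samples is a possible explanation. Whether this comes from blood left after dissection or from the genotype was not tested.

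Beyond the protein-coding genes that the paper counts, 85 other genes are listed, 33 of them higher in hypomorphic hearts and 52 lower. Most are miscellaneous RNAs (52) and pseudogenes (25), whose reads can be shared with their parent genes. Xist, above, is one of them. No technical or biological explanation was tested for the others.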

How the results depend on the processing

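The number of changed genes was 1492 as deposited. It fell to 932 with at least 100 raw reads, to 485 with a fold of at least 2, to 924 with raw values scaled to the table's total and to 775 with the median ratio over listed genes. It was 1033 without scaling and 1024 with the total without globin genes. Scaling alternatives are computed over called genes, whose totals and medians are not depths, and genes that were not called are not listed, so these settings can lose genes but hardly gain any. A minimum of 10 raw reads removes no gene. With alternatives added after the data were seen, the number was 1577 over all gene types and 1403 with the median factor of the table.

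The share of lower genes, 58.0% as deposited, was 53.5% with at least 100 raw reads and 55.1% with a fold of at least 2. It was 83.9% (867 lower, 166 higher) without scaling, 93.8% (867 and 57) with the table's total and 84.7% (867 and 157) with the total without globin genes, and it reversed to 19.4% (150 and 625) with the median ratio. The factor applied to hypomorphic values was 0.775 for the table's total, 0.990 for the total without globin genes and 2.13 for the median ratio, against the 1.38 implied by the deposited values. The last of these scalings was bound to give this reversal, since most listed genes are lower, the median ratio falls among them, and centring on it takes most of them under the threshold. The table's total is mostly globin reads and was bound to give the opposite shift where these are higher. No scaling and the total without globin genes use factors under the 1.38 behind the list, so they keep the listed lower genes and lose higher ones. None of these values therefore bears on which direction prevails. A larger factor gives a smaller share of lower genes. From the table's total to no scaling the number lower stayed at 867, and only the number higher grew. Which factor is right was not tested, as the depth of each heart is unknown.

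Tnnt3 stayed higher by more than 1.5-fold under all 5 scalings (log2 fold change 1.25 to 2.71). Tnni2, at 0.76 in the authors' deposited table, fell to 0.29 without scaling and 0.27 with the total without globin genes, both under the threshold, and reversed to -0.080 with the table's total. It stayed past the threshold at 1.38 with the median ratio and at 0.76 with the median factor. For the 22 other named genes that are listed, 110 values were computed under other scalings, of which 86 stayed past the threshold in the same direction, 23 fell under it and 1 reversed, Hbb-b1 at -0.19 with the table's total. Beyond the change of factor the cause was not tested.

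The share of lower genes among genes flanking bound regions, 57.1%, lay between 56.5% and 61.6% under the 4 alternatives set at the start and the added one that takes the nearest gene on each side, within the interval of the main value. Under the scalings, added for this share after the data were seen, it moved as it did over all changed genes, to 84.6% without scaling, 94.5% with the table's total and 85.8% with the total without globin genes, and it reversed to 23.9% with the median ratio, with the same limits. It was 56.3% with the median factor. Under each of the 5 scalings the flanking and the other changed genes could not be told apart by direction (two-sided Fisher's exact test, p from 0.240 to 0.900).

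No paired analysis was possible because the deposited table has no value for a single heart. For the same reason DESeq2, scaling by total count in edgeR, no filter on low counts, a stricter adjusted p, leaving out a replicate, pseudocounts and splits of the hearts were not run, nor any alternative for Nkx2-5. How far the changes exceed the differences between hearts therefore remains unknown.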

Differences from the paper's values

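The paper places Tnni2 38 kb upstream of the Lsp1-associated bound region, and its transcription start lies 17.7 kb upstream of the region's midpoint here. The paper places Tnnt3 17 kb downstream, and its transcription start lies 39.3 kb downstream here. None of the alternatives set before the data were examined bears on these distances. Measured from the region's edge to the nearest end of the gene, a setting chosen after seeing the values, they were 14.6 kb and 38.9 kb. The paper's distance for each gene is near the distance found here for the other gene.

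The paper counts both Tnni2 and Tnnt3 with the region upstream of Lsp1. By the rule of the nearest genes, Tnnt3 flanked none of the bound regions in the list used here.

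The paper states that Popdc2 was lower in E11.5 hypomorphic hearts (Figure S4B). Popdc2 was not among the genes read here as listed, whose 1492 protein-coding genes equal the paper's number. Only genes past the AC test and a fold change of 1.5 are listed, so a smaller change would not be seen, and its level was not analysed here.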

Other observations

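Among the tests in this part, those of transcript length and GC content were chosen before their results were seen, and the others after.

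Genes listed as higher had a median GC content of 52.8% in their longest transcript, against 50.5% for genes listed as lower (permutation test, two-sided, p = 1e-05, the smallest that the permutations can give, over 1475 genes). Their median transcript lengths, 2932 bp and 2703 bp, were not distinguishable (permutation test, two-sided, p = 0.0719). A bias by GC content between libraries may therefore contribute to which genes are listed in which direction, and cannot be told apart from the genotype without values per heart.

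For 28 genes, the log2 fold change in the authors' deposited table and the one from raw means with the median factor differ by more than 0.5. These genes had fewer reads (median 27.5 in the group with more reads, against 210 for the others, permutation test, two-sided, p = 0.0006), which is consistent with noise between hearts at low counts. Low counts do not cover every case. Rgs5 is listed as higher with a log2 fold change of 0.96 in the authors' deposited table, while its authors' mean raw reads fall from 5862 to 3853. Hoxd3 is listed as higher with 0.93 while its raw reads fall from 136 to 85.1. These are the 2 listed genes whose direction differs between normalized values and raw means scaled by the median factor, and both were chosen after their values were seen.

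Among the 282 genes listed as higher with at least 1000 raw reads, the 24 erythroid and globin genes had a median factor between normalized and raw fold changes of 0.62 on the log2 scale, against 0.49 for the others (permutation test, two-sided, p = 1e-05, the smallest that the permutations can give). If the normalized values are means of logs, such a gap arises when a gene varies more between control hearts than between hypomorphic hearts. A candidate explanation is therefore that red blood cell content differs between the control hearts. Since these genes can move together, the p-value does not measure a difference between hearts. One erythroid gene, Ank1, is among the 90 higher genes that flank a bound region.

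Skeletal muscle tissue in the hypomorphic samples was tested as a source of Tnnt3 and Tnni2. Of 26 other skeletal muscle genes, 4 are listed, with Myog higher and Chrng, Tnnt1 and Ckm lower in the authors' deposited table (two-sided Fisher's exact test, p = 0.644). Chrng, from 83.4 to 11.7 raw reads, goes against such tissue, while Myog, from 23 to 76.4 raw reads (log2 fold change 1.63), goes with it. Tnnt1 and Ckm had 13685 and 1204 raw reads in control hearts. Their falls can therefore reflect the heart tissue itself and do not decide the question. As only 4 genes of the list could be seen, the test cannot decide whether such tissue was present. Scaling between groups leaves Tnnt3 with a ratio of raw means of 3.07, while that of Tnni2 is 1.22. The factor is common to nearly all genes and only 166 of the 627 higher genes pass 1.5-fold without it, so this value says nothing particular to Tnni2, which is at 0.76 on the log2 scale with the median factor. Whether the factor is right cannot be told without the depth per heart. The paper reports upregulation of both genes in the myocardium of hypomorphic hearts (Figure S5A; Figure 6B), from experiments not analysed here.

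All 7 listed genes of a list of 17 macrophage genes were lower in the authors' deposited table (two-sided Fisher's exact test, p = 0.0461), with log2 fold changes from -3.59 to -0.62, though Aif1 and Emr1 flip under scaling by the median ratio. That scaling raises every gene by 0.62 on the log2 scale relative to the median factor. Small falls were therefore bound to change sign, and these flips say nothing particular to macrophage genes. All 4 listed Hox genes, Hoxa4, Hoxa5, Hoxc4 and Hoxd3, were higher (two-sided Fisher's exact test, p = 0.0305), though Hoxd3 flips under every scaling tried except the median ratio. Both lists were drawn up after members had been seen among the listed genes, so the tests cannot separate fewer macrophages, or tissue from outside the heart, from chance.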
